A study of Mus musculus with 12 samples.

How the data were processed

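Transcripts were measured by RNA sequencing in 12 samples of mouse male germ cells, 3 at each of E13.5, E16.5, P0 and P3. Per the labels' protocols, total RNA was extracted with a small-input kit, and libraries were made with the SMART-seq v4 and TruSeq mRNA kits, the former amplifying complementary DNA from little RNA. The authors deposited 1 table of 55487 Ensembl mouse genes by 12 libraries. Its name states that reads were counted with featureCounts and scaled by RLE (relative log expression), which divides each library by a size factor. The deposited signal is thus a read count per gene divided by 1 size factor per library, called a normalized count here. Aligner, genome build, annotation release, versions, strand setting and the handling of reads matching several genes are not stated.

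Whether whole reads lie behind the values was tested on the table. In every library 100% of values were whole multiples of the library's smallest value, within a tolerance of 0.001, so reads and size factors were recovered by dividing by it. Recovered reads numbered 40946616 to 51533747 per library. The factors were 0.939 ± 0.0175 at E13.5, 1.13 ± 0.117 at E16.5, 1.94 ± 0.118 at P0 and 1.01 ± 0.0225 at P3 (SD, n = 3). They lay within 2.04% of factors computed with the "poscounts" formula of DESeq2. The usual median of ratios over the 17750 genes with a read in every library gave factors 1.14 times those of the file at E13.5 and 0.815 times at P0. At E16.5 and P3 the ratios were 0.975 and 1.11. Differences of scaling of this size move log2 fold changes in every comparison, and most in those that involve P0. A total of 14164 genes were at 0 in all libraries. A gene at or under 3 reads in every library of a stage was treated as at the floor, and folds against it are lower bounds. The floor allows for counting error only, since amplified reads carry no molecular identifiers. SDs and SEs come from differences between libraries.

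Samples were grouped by stage from their titles. The column heads carry a stage and the numbers 1, 3 and 4, which do not match the replicate numbers 1, 2 and 3 of the titles, so each column was assigned to its stage only. All 12 columns were used. Gene symbols came from a GENCODE table and matched 55141 of 55487 identifiers (99.4%). Positions and exon lengths came from GENCODE M21 on GRCm38, which may not be the authors' build.

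The choices of test, gene lists, alternatives and naming rule were made before the data were examined. Because the values were normalized, log2(normalized count + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), for genes with at least 10 normalized counts in at least 3 libraries. All 4 stages shared 1 estimate of the spread, with 8 residual degrees of freedom. The 5 comparisons of stages and an F-test over stages used Benjamini-Hochberg adjusted p under 0.05. Named genes are Morc1, members of the fixed lists, and for each consecutive comparison the 3 genes with the highest and the 3 with the lowest log2 fold change. The latter were taken among genes past the threshold, with a mean of at least 100 in the higher stage, no overlap between the stages and no predicted-gene or clone name; 1 gene that met this rule is not reported here. The 6 lists (transposon silencing, DNA methylation, H3K9 methylation, pluripotency-associated, male germ cell differentiation and cell cycle) were tested with camera with estimated correlation. Markers of Sertoli, Leydig, peritubular, blood, and macrophage or endothelial cells, and a mast cell list written later, served only to weigh signal from other cells.

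Alternatives were TMM, median-of-ratios and poscounts factors (the last added after seeing the data), equal library totals, pseudocounts of 0.1 and 10, no filter, a mean of at least 100, an absolute log2 fold change of at least 1, a fit of only the 2 stages compared, and leaving out each library in turn. Recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0, with the size factors of the file. For the lists, fry and a preset correlation were tried. The methods were tested on simulated counts drawn from each gene's overall mean and the size factors of the file, with 200 genes changed 4-fold at P0. Every simulated gene had the same dispersion, most genes were unchanged and the scaling was known, unlike in the real data. The simulation thus checks that the methods run correctly, and does not give the error rate of the real calls. Of 20988 genes tested, limma, edgeR and DESeq2 each recovered 100% of the changed genes in the comparisons that involve P0. They called at most 13, 14 and 21 unchanged genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.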

Results

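RNA was sequenced from male germ cells of fetal and newborn mice. The labels call these cells gonocytes, the germ cells of the testis before spermatogonia form, and say that they were isolated from Mvh-Venus transgenic mice. In such mice a fluorescent protein marks the germ line. The 12 libraries fell into 4 stages of 3 libraries each: the embryonic days E13.5 and E16.5, the day of birth (P0) and postnatal day 3 (P3). The series concerns the effect of losing Morc1, a gene of germ cells, on chromatin and transcripts, and the series text also names chromatin accessibility and H3K9me3 profiling, which were not analysed here. The comparisons below ask how the transcriptome differed between stages. Reads assigned to genes, recovered from the deposited normalized counts, numbered 40946616 to 51533747 per library. Their mean was 50402722 ± 1603535 at E13.5, 42558178 ± 2671575 at E16.5, 46320274 ± 2363240 at P0 and 43286996 ± 1711325 at P3 (SD, n = 3 each). Libraries are named here by stage and by the number 1, 3 or 4 that the table's column heads carry. Every mean below is over the 3 libraries of a stage and every ± is an SD, unless given as a standard error (SE).

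The labels disagree about genotype. Titles and source names call all 12 samples wild type. The genotype tag reads Morc1 heterozygous at E13.5 and P0, and Morc1 homozygous mutant at E16.5 and P3. Samples were therefore grouped by stage only. A comparison of consecutive stages also crosses the tag, so a genotype difference, if the tag were right, could not be separated from stage there. The comparisons of P0 with E13.5 and of P3 with E16.5 stay within 1 tag each.

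Morc1 (ENSMUSG00000022652) is a protein-coding gene on the + strand of chromosome 16, at 48431237 to 48630900 in GRCm38 by the GENCODE annotation. The build used for the deposited counts is not stated. Its normalized counts were 1621, 1830 and 1640 in E13.5 libraries 1, 3 and 4, against 32916, 32890 and 28328 at E16.5. They were 7708, 7501 and 7280 at P0, and 10929, 10584 and 11129 at P3. The stage means were 1697 ± 115 at E13.5, 31378 ± 2641 at E16.5, 7496 ± 214 at P0 and 10880 ± 276 at P3 (SD, n = 3). The stages tagged homozygous mutant thus did not have lower Morc1 counts than E13.5. In limma's moderated test, Morc1 was higher at E16.5 than at E13.5, with a log2 fold change of 4.21 (SE 0.0729, adjusted p 1.18e-16). It was lower at P0 than at E16.5, with a log2 fold change of -2.06 (adjusted p 1.59e-12). It was higher at P3 than at P0 by a log2 fold change of 0.54 (adjusted p 4.35e-06), but this difference depended on the scaling. With median-of-ratios factors it was 0.10 (adjusted p 0.233), and with equal library totals it was -0.30 (adjusted p 0.000373). Within the same tag, Morc1 was higher at P0 than at E13.5 (log2 fold change 2.14, adjusted p 5.70e-14) and lower at P3 than at E16.5 (log2 fold change -1.52, adjusted p 1.52e-11).

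**Figure D1:**
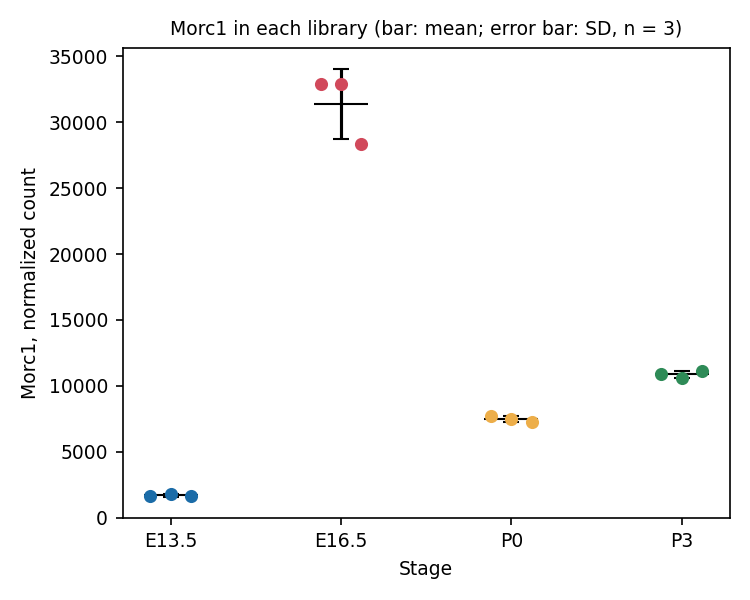
Normalized counts of Morc1 (vertical axis, linear) in each library at the 4 stages (horizontal axis), with coloured points for libraries, a black bar for the mean and error bars for the SD (n = 3). E16.5 libraries lie between 28328 and 32916, and E13.5 libraries between 1621 and 1830.

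Libraries of one stage resembled each other more than libraries of different stages. On log2(normalized count + 1) over 22384 genes, Pearson correlations were 0.980 to 0.990 within a stage and 0.796 to 0.921 between stages. The mean correlation was lowest between E13.5 and P0, at 0.799, and highest between E16.5 and P0, at 0.919. The P3 libraries correlated at 0.894 with E13.5, 0.889 with E16.5 and 0.876 with P0. The first principal component held 64.1% of the variance and ran from E13.5 through P3 and E16.5 to P0. The next held 18.2% and set P3 apart from the other stages. No pair of libraries of one stage agreed within sampling noise: chi-square per gene was 5.75 to 21.2. Libraries amplified separately from one RNA would exceed that noise too, so this does not show that the samples are separate, and all 12 were counted as such because the labels list them so. With a pseudocount of 10 in place of 1, the lowest correlation within a stage was 0.991 and the highest between stages was 0.941.

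**Figure D2:**
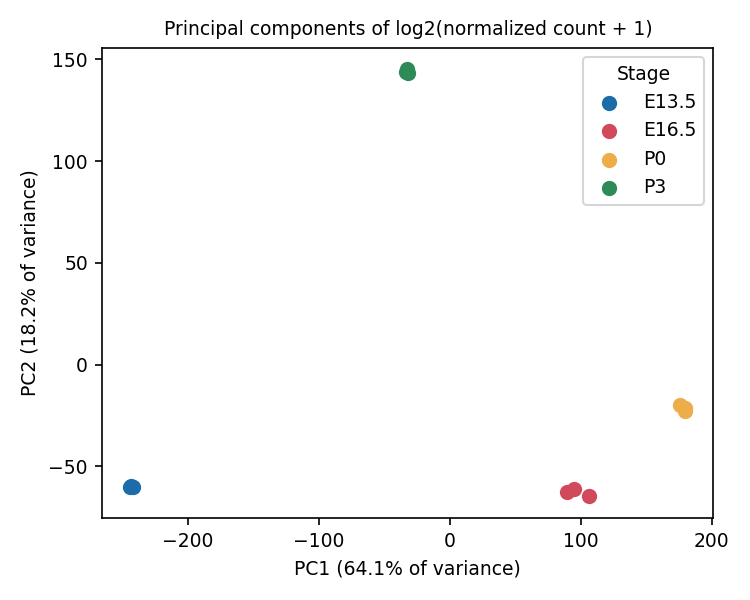
First and second principal components of log2(normalized count + 1), with 1 point per library coloured by stage, and the percent of variance on each axis. The 3 libraries of each stage lie together, along a first axis that holds 64.1% of the variance.

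Of 22384 genes with a normalized count of at least 10 in at least 3 libraries, 21300 (95.2%) differed among the 4 stages (limma F-test, Benjamini-Hochberg adjusted p under 0.05). The mean was highest at E13.5 for 6506 of these genes, at E16.5 for 4091, at P0 for 6430 and at P3 for 4273. Between E13.5 and E16.5, 17932 genes changed, 10180 higher and 7752 lower at E16.5. Between E16.5 and P0, 13658 changed, 6173 higher and 7485 lower at P0. Between P0 and P3, 17122 changed, 8966 higher and 8156 lower at P3. Libraries of the compared stages did not overlap for 80.2%, 69.5% and 81.0% of genes in these comparisons, where chance gives 10%. The changes reached 2-fold for 13362 genes between E13.5 and E16.5 (8404 higher and 4958 lower), 7604 between E16.5 and P0 (4246 and 3358) and 12236 between P0 and P3 (5535 and 6701). In the last 2 comparisons the balance among 2-fold changes was thus the reverse of that among all calls. The median SE of a log2 fold change was 0.22.

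The direction of these counts depended on how libraries were scaled. With equal library totals in place of the size factors in the file, the share of changed genes that were higher moved from 56.8% to 69.1% at E16.5 against E13.5. It moved from 45.2% to 77.8% at P0 against E16.5 and from 52.4% to 26.5% at P3 against P0. With median-of-ratios factors, the last 2 shares were 58.8% and 39.3%, and TMM factors were enough to turn the majority in both, at 51.2% and 47.6%. The median log2 fold change of all genes was 0.31, -0.01 and 0.05 under the scaling of the file. Equal totals shifted it by 0.46, 0.65 and -0.82. Directions of single genes below are those under the scaling of the file, and hold under each scaling tried for the genes named, with Morc1 at P3 against P0 as the exception.

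**Figure D3:**
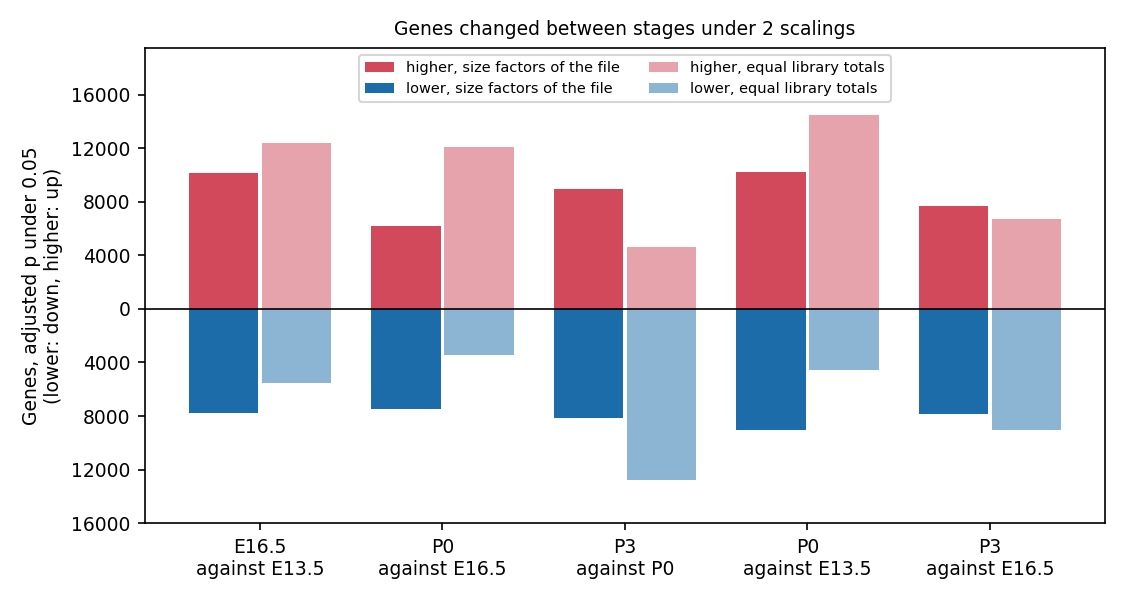
Numbers of genes with an adjusted p under 0.05 (vertical axis), higher in the first-named stage above 0 and lower below 0, for 5 comparisons (horizontal axis). Dark bars use the size factors of the file and pale bars equal library totals; at P0 against E16.5 the higher genes number 6173 and 12106.

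The comparison of E16.5 with E13.5 addresses the change within fetal life. The genes with the largest increases, by a rule fixed beforehand, were Spocd1, Cntn6 and Dnmt3l. Spocd1 (ENSMUSG00000028784) rose from 11.7 ± 8.19 to 24685 ± 2125 normalized counts, a log2 fold change of 11.11 (SE 0.266, limma adjusted p 2.53e-15). Cntn6 was at 0 in all E13.5 libraries and at 1407 ± 214 at E16.5, at least 431-fold higher. Dnmt3l rose from 17.8 ± 5.31 to 20342 ± 1795, a log2 fold change of 10.12 (adjusted p 1.91e-17). The largest decreases were in Lefty1, L1td1 and Lefty2. Lefty1 fell from 26419 ± 1978 to 184.9 ± 51.1 (log2 fold change -7.18) and Lefty2 from 28514 ± 297 to 311.5 ± 79.4 (-6.55). L1td1 fell from 2338 ± 189 to 22.98 ± 11.96 (-6.74). Lefty1 and Lefty2 are related genes, and handling of reads that match several genes is not stated, so their levels are less certain.

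Several members of the fixed gene lists changed at the same interval. The de novo methyltransferase Dnmt3a rose from 5254 ± 150 to 52805 ± 4712 normalized counts, a log2 fold change of 3.33 (SE 0.0710, limma adjusted p 8.89e-16). Dnmt3c rose from 37.4 ± 16.48 to 2231 ± 159, a log2 fold change of 5.97. Its level is uncertain because 23.6% of the 50-base words of its transcript also occur in transcripts of other genes. The same caution holds for Etv5 (26.8%), Uhrf1 (18.9%), Dppa3 (17.7%) and Pou5f1 (15.9%), named below. Among genes of the piRNA pathway, which silences transposons, Piwil4 rose from 513.8 ± 71.2 to 32924 ± 4213 normalized counts. Tdrd9 rose by 6.44 on the log2 scale and Piwil2 by 2.09. Tet1 fell by 4.12, Uhrf1 fell by 1.97, Cbx1 fell by 3.62, Nanog fell by 3.94 and Sox2 fell by 3.71 on the same scale, whereas Ehmt2 rose by 1.32. The proliferation genes Mki67 and Mcm2 fell by 3.41 and fell by 2.64. For these 13 genes adjusted p values from limma ranged up to 3.22e-11.

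Between E16.5 and P0, which span birth, the largest increases under the same rule were in Mcpt2, Amy1 and Tpsab1. Mcpt2 rose from at most 3 reads per library at E16.5 to 283.2 ± 62.9 normalized counts, at least 98.9-fold. Tpsab1 rose from the same floor to 145.9 ± 42.1, at least 50.9-fold. Both are mast cell protease genes, and their levels differed between the P0 libraries, from 228.3 to 351.9 for Mcpt2 and from 98.9 to 180.4 for Tpsab1. Amy1 rose from 5.14 ± 2.56 to 765.1 ± 23.1, a log2 fold change of 7.05 (SE 0.432, limma adjusted p 5.26e-10), and belongs to a family of similar amylase genes. The largest decreases were in Gtsf1l, Dppa3 and Ifitm1. Dppa3 fell from 14676 ± 719 to 181.8 ± 26.9 (log2 fold change -6.34, adjusted p 6.14e-14). Gtsf1l fell from 513.2 ± 40.8 to 4.48 ± 3.61, and Ifitm1 from 1722 ± 248 to 30.0 ± 4.69. Among listed genes, Pou5f1 fell by 2.75, Dnd1 fell by 4.16 and Piwil4 fell by 2.55 on the log2 scale.

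Between P0 and P3, the largest increases under the same rule included Foxl1 and Cd93. Foxl1 rose from 3.63 ± 0.659 to 206.2 ± 9.99 normalized counts, a log2 fold change of 5.49 (SE 0.409, limma adjusted p 2.63e-09). Cd93 rose from 29.8 ± 12.7 to 959.6 ± 56.2. The largest decreases were in Tbx5, Tpsb2 and Car2. Tbx5 fell from 430.3 ± 36.7 to 1.62 ± 2.80. Car2 fell from 234.2 ± 62.5 to at most 3 reads per library, at least 77.1-fold. Tpsb2 fell from 963.6 ± 321 to 42.9 ± 74.3, where P3 library 3 held 128.6 and the other P3 libraries 0. Its adjusted p was 3.34e-05 in limma and 0.0501 in DESeq2.

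Listed genes of spermatogonia and of proliferation were higher at P3. Gfra1 rose from 574.9 ± 51.4 to 15269 ± 1436 normalized counts, a log2 fold change of 4.73 (SE 0.161, limma adjusted p 2.22e-13). On the log2 scale Zbtb16 rose by 3.62, Id4 by 3.65, Stra8 by 3.76 and Etv5 by 3.89. Mki67 rose by 3.35, Mcm2 by 3.37, Uhrf1 by 4.53 and Dnmt1 by 2.10. Dnmt3l fell by 3.65, Spocd1 fell by 4.27 and Ehmt2 fell by 1.77. The adjusted p values of these 12 genes from limma ranged up to 3.35e-09. Etv5 had fallen by 4.35 between E13.5 and E16.5.

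**Figure D4:**
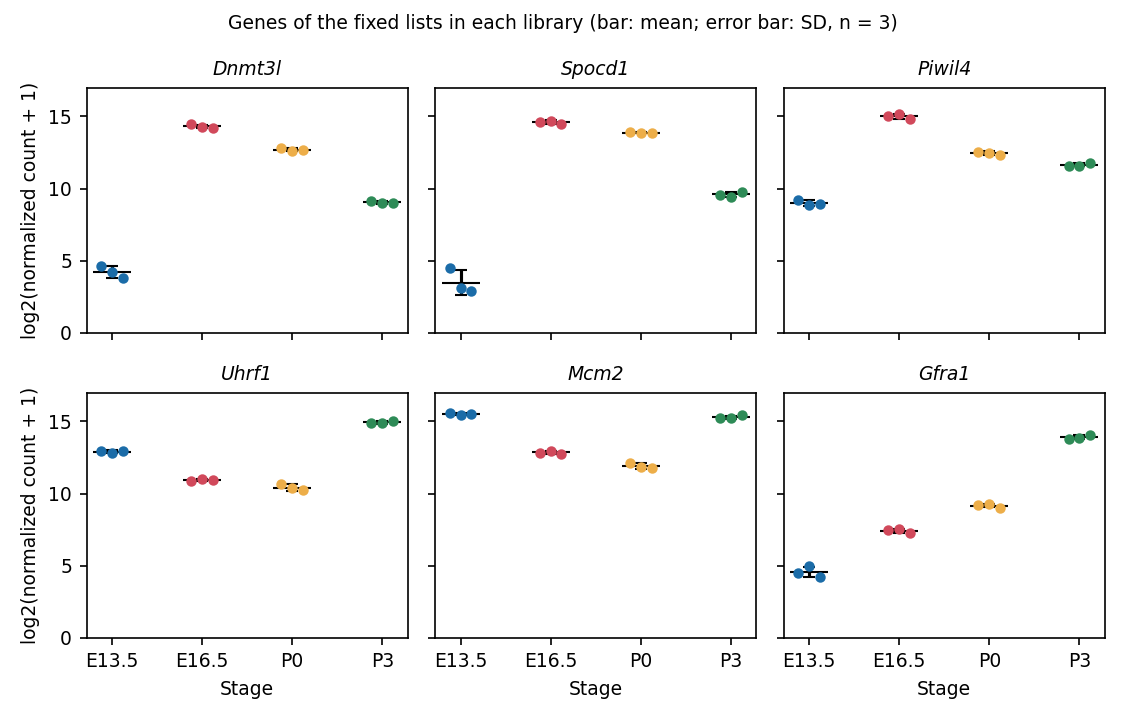
log2(normalized count + 1) (vertical axis) of 6 listed genes in each library at the 4 stages (horizontal axis), with points for libraries, bars for means and error bars for the SD (n = 3). Dnmt3l, Spocd1 and Piwil4 are highest at E16.5, while Gfra1 and Uhrf1 are highest at P3.

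The comparisons within 1 genotype tag gave counts of similar size. Between E13.5 and P0, both tagged heterozygous, 19280 genes changed, 10225 higher and 9055 lower at P0, and the stages did not overlap for 88.1% of genes. The share higher was 53.0%, against 76.0% with equal library totals. Between E16.5 and P3, both tagged homozygous mutant, 15550 genes changed, 7666 higher and 7884 lower at P3, and the stages did not overlap for 71.6% of genes. Here the share higher was 49.3%, against 42.5% with equal totals and 58.0% among genes with a mean of at least 100. Chance gives 10% of genes without overlap.

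The 6 gene lists fixed beforehand were tested at the 3 consecutive comparisons with limma's camera, which asks whether a list moved relative to other genes. List medians are given relative to the median of all genes, on the log2 scale. Of 18 tests, 2 passed after Benjamini-Hochberg adjustment with the correlation between genes estimated. The male germ cell differentiation list was 2.89 higher at P3 than at P0 (adjusted p 0.0135), with 15 of 18 genes higher and 1 lower. Its adjusted p lay between 9.25e-13 and 0.0234 over 19 alternatives. The pluripotency-associated list was -2.45 at P0 against E16.5 (adjusted p 0.0490), with 8 of 10 genes lower and 0 higher. That call was lost in 9 of 12 fits that each left out 1 library, and its adjusted p ranged from 2.58e-10 to 0.125 over the alternatives. The cell cycle list, with 19 of its 20 genes tested, fell at E16.5 in all 19 genes (relative median -2.89, adjusted p 0.167) and rose at P3 in all 19 (3.14, adjusted p 0.167), but passed neither test.

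The transposon silencing list had a relative median of 1.59 at E16.5 against E13.5 (adjusted p 0.181), with 16 of 20 genes higher. It was -1.13 at P0 against E16.5 (adjusted p 0.0979), with all 20 lower, and 0.47 at P3 against P0 (adjusted p 0.385), with 15 higher. Adjusted over the list alone, 19, 20 and 19 of its genes changed, the same numbers as over all genes tested. The DNA methylation list was 0.68, -0.51 and -0.89 in the same order (adjusted p 0.569, 0.256 and 0.466). The H3K9 methylation list was -1.58, -0.83 and 0.92 (adjusted p 0.207, 0.211 and 0.337). The pluripotency-associated list was also -1.74 at E16.5 against E13.5 and -1.06 at P3 against P0 (adjusted p 0.167 and 0.218), with 2 genes at the floor of 3 reads in 1 stage of the latter; setting those at their bound left the list's own median, not relative to all genes, at -1.02. The male germ cell differentiation list was -0.75 and 0.60 at the earlier comparisons (adjusted p 0.337 and 0.181). The cell cycle list was -1.04 at P0 against E16.5 (adjusted p 0.256). Adjusted over the list alone, 8, 5 and 9 of 9 DNA methylation genes changed, 13, 16 and 15 of 16 H3K9 methylation genes, 10, 8 and 10 of 10 pluripotency-associated genes, 17, 18 and 16 of 18 male germ cell differentiation genes, and 19, 18 and 19 of 19 cell cycle genes. Over all genes tested the numbers were the same but for 15 H3K9 methylation genes, 17 male germ cell genes and 17 cell cycle genes at P0 against E16.5. Each relative median kept its sign under the 4 other scalings. A scaling shifts a list and all genes nearly alike, so this is no separate support. The gene filter can matter more: with a mean of at least 100, the median of all genes at P3 against P0 was 0.58. That lies above the transposon silencing list's own median of 0.52, so the sign of its 0.47 depends on the filter. The list tests were not run under that filter. The 2 list calls that passed also passed under fry and under camera with a preset correlation of 0.01.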

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

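No paired analysis was possible because the columns carry numbers (1, 3 and 4) that are not the replicate numbers of the labels, so the planned fits with the replicate number as a block were not run. The poscounts factors were chosen after seeing the data.

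Counts of changed genes stayed within 1.5 times the main count under TMM, median-of-ratios and poscounts factors, equal totals, pseudocounts of 0.1 and 10, no filter, the fit of only the 2 stages, edgeR and DESeq2. They moved further under a mean of at least 100, which tests only 13135 genes: 13040 differed among stages in place of 21300, 11459 at E16.5 against E13.5 in place of 17932, 11249 at P3 against P0 in place of 17122, and 11968 at P0 against E13.5 in place of 19280. Requiring an absolute log2 fold change of at least 1 left 7604 of 13658 genes at P0 against E16.5 and 10138 of 15550 at P3 against E16.5, fewer by construction. Across the 12 fits that each left out 1 library, the counts were 21054 to 21241 among stages, 17368 to 18000 at E16.5 against E13.5, 12377 to 13839 at P0 against E16.5, 16299 to 17249 at P3 against P0, 18831 to 19331 at P0 against E13.5 and 14752 to 15700 at P3 against E16.5. The genes called by edgeR and by limma in both were 17661, 13478, 16933, 19155 and 15212 over the 5 comparisons, all in the same direction.

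For each comparison of stages, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave at most 1 gene. With 10 splits the share cannot fall under 0.05. For the test among 4 stages, 1 of 100 splits, the real one, gave as many genes, and the highest of the others gave 17635.

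The balance of higher and lower genes depended on scaling, on the filter and on the size of change required. Among genes with an absolute log2 fold change of at least 1, 55.8% were higher at P0 against E16.5 and 45.2% at P3 against P0, the reverse of the balance of all calls. With equal totals the share higher was 69.1% in place of 56.8% at E16.5 against E13.5, 77.8% in place of 45.2% at P0 against E16.5, 26.5% in place of 52.4% at P3 against P0, and 76.0% in place of 53.0% at P0 against E13.5. Of genes called under both, 279, 1019, 1391 and 2034 had opposite directions. At P0 against E16.5 and P3 against P0, the share was 58.8% and 39.3% with median-of-ratios factors, 51.2% and 47.6% with TMM factors, and 52.8% and 41.7% with no filter, so each of these turned the majority in both. No filter gave 63.3% at P0 against E13.5. A mean of at least 100 gave 42.4%, 32.7%, 69.7% and 34.5% for those 4 comparisons, and at P3 against E16.5 58.0%, in place of 49.3%. Equal totals moved the median of all genes by 0.46, 0.65, -0.82, 1.13 and -0.17 on the log2 scale over the 5 comparisons, and median-of-ratios factors by 0.21, 0.25, -0.43, 0.46 and -0.17. TMM factors moved it by 0.11, -0.17 and 0.20 at P0 against E16.5, P3 against P0 and P0 against E13.5. These data alone do not say which scaling is right.

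Morc1 at P3 against P0 was 0.10 with median-of-ratios factors (adjusted p 0.233) and reversed to -0.30 with equal totals (adjusted p 0.000373). Its value under the scaling of the file was 0.54. The scalings shift all genes together, and relative to the median of all genes Morc1 was 0.49 higher under the scaling of the file, 0.48 with median-of-ratios factors and 0.47 with equal totals. This agreement follows from the shared shift and does not decide whether Morc1 rose. The median itself depends on the genes included. Under the scaling of the file it was 0.58, above the value of Morc1, with a mean of at least 100, and -0.33 with no filter. The other 4 Morc1 comparisons kept their direction and call under every alternative run. Of 1077 alternative values for 47 pairs of a comparison and a gene that met the naming rule, 1076 kept direction and call, and 1 was weaker: Tpsb2 at P3 against P0 in DESeq2 (adjusted p 0.0501).

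The list tests depended most on the set test. Under fry, which asks whether a list changed at all and not whether it moved relative to other genes, 14 more tests passed. These were, with relative medians that the set test does not alter, at E16.5 against E13.5 transposon silencing (1.59), DNA methylation (0.68), H3K9 methylation (-1.58), pluripotency (-1.74), male germ cell differentiation (-0.75) and cell cycle (-2.89). At P0 against E16.5 they were transposon silencing (-1.13), DNA methylation (-0.51), H3K9 methylation (-0.83) and cell cycle (-1.04). At P3 against P0 they were transposon silencing (0.47), H3K9 methylation (0.92), pluripotency (-1.06) and cell cycle (3.14). With a preset correlation 10 of these passed, the exceptions being DNA methylation and male germ cell differentiation at E16.5 against E13.5, and H3K9 methylation and pluripotency at P3 against P0. With the correlation estimated, equal totals let 4 pass that did not under the scaling of the file: transposon silencing at 1.63 and -1.12 at the first 2 comparisons, and cell cycle at -2.85 and 3.12 at E16.5 against E13.5 and P3 against P0. TMM factors let 1 of these pass, transposon silencing at P0 against E16.5 (-1.13, adjusted p 0.0213). Median-of-ratios and poscounts factors let none of them pass. For the lists these 3 sets of factors were added after seeing the data. The cause was not tested. Pluripotency at P0 against E16.5 no longer passed with a pseudocount of 10 (-2.42, adjusted p 0.0768), nor in 9 of the 12 fits that each left out 1 library, where it ranged from -2.50 to -2.42. Transposon silencing at P0 against E16.5 passed in 1 of those 12 fits, without E16.5 library 4, and ranged from -1.17 to -1.09. The cause was not tested for either.

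Replicate similarity moved with the weight given to low values. The lowest correlation within a stage was 0.980, against 0.991 with a pseudocount of 10 and 0.990 with a mean of at least 100. The highest between stages was 0.921, against 0.941 and 0.886. The first principal component held 64.1% of the variance, against 62.9% and 67.9%.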

Other observations

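All patterns here were noticed in the data and tested on the same data. Tests of depth, of abundant genes, of background, of other cell types, of mast cells, of the genotype tag and of other splits were chosen after related values had been seen. For background, mast cell genes and other cell types, other tests were run first and set aside. In those, genes chosen for reaching a minimum fixed the outcome, marker levels could not exclude a small share, the marker was only 1 per cell type or carried reads at E13.5, or many other genes passed as well.

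More genes carried reads at E16.5 and P0. The number of genes with at least 10 reads was 16296 ± 25.98 at E13.5, 20527 ± 636 at E16.5, 24510 ± 422 at P0 and 18597 ± 155 at P3 (SD, n = 3). Depth did not account for this: with every library drawn down to 40946616 reads, P0 still had 1.52 times as many such genes as E13.5. Nor did abundant genes, since the ratio was 1.51 at equal reads outside the 100 most abundant genes. Uniform background, such as genomic DNA, would raise silent genes alike. Of 1413 olfactory and vomeronasal receptor genes under a mean of 10 normalized counts at E13.5, 70 (4.95%) reached 10 at P0, against 3463 of 7168 other protein-coding genes (48.3%), although receptor genes are longer (median exonic length 3130 against 2060 bases). Because size factors were larger at P0, this bar asks for more reads there than at E13.5, for both sets of genes. Some low-level signal in receptor genes was nevertheless seen. Of the 1420, 5.07% had a read at E13.5, 35.4% at E16.5, 56.9% at P0 and 11.5% at P3. The stages rank in the same order here as by the number of genes with at least 10 reads.

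Other cell types were weighed by how much their markers varied between the 3 P0 libraries. Among 2134 genes gained at P0 with a mean of at least 50 there, the median ratio of highest to lowest library was 1.26. For Leydig cells it was 5.09 for Cyp11a1, 5.63 for Hsd3b1, 16.05 for Cyp17a1 and 2.16 for Star, and 1.08% of gained genes varied as much as Star, the steadiest of these, which argues against Leydig cells as the source of most gained genes. Of the listed mast cell genes, 3 had no reads at E13.5 and a mean of at least 50 at P0. The ratio was 3.34 for Cpa3, 3.45 for Mcpt4 and 2.08 for Cma1, and 1.64% of gained genes varied as much as Cma1. Mcpt2, Tpsab1 and Tpsb2 were not on the list but were also at 0 at E13.5, and varied less than Cma1 at P0. They ran from 228.3 to 351.9, 98.9 to 180.4 and 655.4 to 1296.5. How many gained genes varied as much was not counted, so variation does not decide it for mast cells. Cpa3, Mcpt4 and Cma1 at E16.5 were at 1.44% to 1.85% of their P0 level, against a median of 42.1% for the gained genes. Mcpt2, Tpsab1 and Tpsb2 had means of 0.84, 0.53 and 12.5 at E16.5, against 283, 146 and 964 at P0. These low levels at E16.5 argue against mast cells too as the source of most gained genes. The steadier Gata2, Slc18a2 and Hdc, which 66.4%, 64.5% and 11.7% of gained genes matched or passed, were not used, since they carried reads at E13.5. This rule could not be applied to Leydig cells, because all 4 of their markers had means of 116 to 199 at E13.5. A steady level from other cells lowers the ratio of a marker, so it can hide variation, as is possible for Gata2, but does not raise the ratios of the Leydig markers. The mast cell gene Ms4a2, at 27.5% of its P0 level at E16.5, was at only 22.2 ± 6.40 at P0. Other types were not decided. For Sertoli cells the ratio ran from 1.44 for Wt1 to 2.17 for Amh, and 22.9% of gained genes varied as much as Wt1. The share was 13.6% for Sox9, 2.81% for Inha, 1.59% for Gata4 and 1.08% for Amh. For blood cells it was 4.86 for Hba-a1, 2.97 for Hbb-bs, 2.37 for Hbb-bt and 2.03 for Hba-a2. At most 1.83% of gained genes matched or passed any of these. It was 1.12 for Alas2, which 82.5% of gained genes matched or passed, so blood cells stay open on Alas2 alone. For peritubular cells it was 1.35 for Myh11, which rose from 4.61 ± 1.61 at E13.5 to 236 ± 26.1 at E16.5 and 237 ± 38.6 at P0, and 1.03 for Acta2; 33.6% and 98.5% of gained genes varied as much. For endothelial cells it was 1.14 for Pecam1, which 77.1% matched or passed but which was lower at P0 than at E13.5. The endothelial gene Cdh5 was at 9.92 ± 6.39 at E13.5 and 45.3 ± 8.46 at P0, under the mean of 50, and was not used. Sertoli, blood, peritubular and endothelial cells therefore stay open as sources. Also open are cell types without markers here, a broader set of transcripts in the germ cells at these stages, or a difference in amplification from little RNA. These last 3 were not tested.

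The marker lists themselves showed some signal from other cells. At P0, Cyp11a1 was at 1383 ± 938 normalized counts, Hsd3b1 at 1240 ± 903 and Cyp17a1 at 557 ± 618 (SD, n = 3). At E16.5, Cyp11a1 was at 1186 ± 1407. Of Sertoli markers at P0, Inha was at 13060 ± 4174, Sox9 at 1751 ± 410, Gata4 at 1187 ± 413, Amh at 374 ± 136, Wt1 at 192 ± 36.7 and Cldn11 at 8.23 ± 2.01. Peritubular Acta2 was at 1138 ± 19.1, blood Alas2 at 1346 ± 85.0 and Hbb-bs at 337 ± 199, and macrophage or endothelial Cd68 at 38.8 ± 9.21 and Pecam1 at 515 ± 35.3. Pecam1 was higher at E13.5, at 4618 ± 400, where the endothelial gene Cdh5 was at only 9.92 ± 6.39. Pecam1 alone therefore does not show signal from endothelial cells. Cd68 was highest at E16.5, at 938 ± 97.9, against 46.7 ± 13.6 at E13.5 and 262 ± 16.8 at P3, while Csf1r, also of macrophages, was at 57.3 ± 5.997 at E16.5 and 39.4 ± 25.0 at P0. Macrophage signal at E16.5 was not tested further and stays open. The germ cell gene Dazl was at 59234 ± 2704 at P0. Insl3 and Tagln were low, but 64.8% and 67.9% of their exonic bases overlap exons of other genes, so their low counts exclude nothing.

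Mast cell genes were among those most raised at P0. Of 8 further mast cell genes, 3 (Cpa3, Cma1 and Mcpt4) were within the 1% of tested genes with the largest increase at P0 against E16.5. Separation alone says little: 7 of the 8 were above every E16.5 library in every P0 library, but so were 33.2% of all genes tested and 54.3% of those under a mean of 10 at E13.5. Of the 8, 3 (Hdc, Slc18a2 and Gata2) also had a mean of at least 50 at E13.5. Cpa3 was at 627.1, 438.5 and 187.8 in P0 libraries 1, 3 and 4 and at most 8.71 at E16.5. Cma1 was at 446 ± 154 and Mcpt4 at 124 ± 69.2 at P0. Fcer1a stayed at 1.42 ± 1.23. At P3, Cpa3 was at 82.5 in library 3, against 3.88 and 0 in libraries 1 and 4. Reads from mast cells carried along with the germ cells at P0 are a candidate explanation for Mcpt2, Tpsab1 and Tpsb2. A stage difference in how many such cells surround the germ cells stays open and was not tested.

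Changes at E16.5 against E13.5 ran opposite to changes at P3 against P0, which share no library. The Spearman correlation across genes, which are not independent replicates, was -0.607 and the Pearson correlation -0.583. Of genes called in both, 81.6% changed in opposite directions: 5732 fell and then rose, and 5975 rose and then fell. Ranks are not moved by a scaling factor. Among the 6591 genes with a mean of at least 1000 the rank correlation was -0.501, so low-level background does not explain it. After removing the median change of genes of like length and GC content, known for 99.9% of genes, it was -0.607. A stage difference stays open and untested as the source of this pattern, which appeared in the cell cycle list, where 19 genes fell and the same 19 rose.

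The genotype tag was weighed against the counts. If E16.5 cells lacked Morc1 transcript, its level would fall, but Morc1 was 18.5 times as high at E16.5 as at E13.5. This does not exclude an allele that leaves a transcript, or a tag entered in error. If genotype by the tag were the main division of the libraries, more genes should separate E13.5 and P0 from E16.5 and P3 than other pairs of stages. At 2-fold or more in every library, 101 genes did so, against 458 that separated E13.5 and E16.5 from P0 and P3 and 2890 that separated E13.5 and P3 from E16.5 and P0. A small effect of genotype cannot be excluded, since each stage carries 1 tag.

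Some genes that all dividing or living cells use were listed low. Rrm2 was at 0 in all 12 libraries, and Gapdh at 197 ± 118 normalized counts at E13.5 and 38.3 ± 7.72 at E16.5 (SD, n = 3). These genes were singled out after their values were seen. Reads lost to pseudogenes or overlapping genes were tested over 77 ribosomal protein genes. The share of 50-base words shared with other annotated transcripts had a rank correlation of 0.0135 with the level across genes (permutation p 0.907, 2-sided, 100000 resamples), and exonic overlap one of -0.0690 (p 0.548; both 0.907 after adjustment over 2 tests). These correlations over all 77 genes do not decide it for the lowest. The 5 with the lowest means over all libraries, 107 to 510 (Rps10, Rpl36al, Rpl24, Rpl13a and Rpl23a), had 24.5% to 62.3% of exonic bases overlapped, and 5 of the other 72 genes had as much. Their shared words were 24.9% to 81.7%, and 46 of the other 72 had as many. Both explanations stay open for these 5. For Rrm2, 6.48% of words were shared and 0% of exonic bases overlapped another gene in GENCODE M21, and for Gapdh 27.8% and 1.65%, which argues against both as the whole cause for these genes under that annotation. Why Rrm2 is listed at 0 and Gapdh low stays open: the authors' annotation, which may differ, was not used here, and copies outside annotated transcripts were not searched.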
